# Single-Cell Transcriptomic Analysis of the Mouse Pancreas: Characteristic Features of Pancreatic Ductal Cells in Chronic Pancreatitis

**DOI:** 10.3390/genes13061015

**Published:** 2022-06-05

**Authors:** Xiaotong Mao, Shenghan Mao, Lei Wang, Hui Jiang, Shunjiang Deng, Yuanchen Wang, Jun Ye, Zhaoshen Li, Wenbin Zou, Zhuan Liao

**Keywords:** chronic pancreatitis, single-cell analysis, transcriptome, mouse model, caerulein, mesenchymal cells, pancreatic ductal cells

## Abstract

Chronic pancreatitis (CP) is a fibroinflammatory disorder of the pancreas. Our understanding of CP pathogenesis is partly limited by the incomplete characterization of pancreatic cell types. Here, we performed single-cell RNA sequencing on 3825 cells from the pancreas of one control mouse and mice with caerulein-induced CP. An analysis of the single-cell transcriptomes revealed 16 unique clusters and cell type-specific gene expression patterns in the mouse pancreas. Sub-clustering of the pancreatic mesenchymal cells from the control mouse revealed four clusters of cells with specific gene expression profiles (combinatorial expressions of *Smoc2*, *Cxcl14*, *Tnfaip6*, and *Fn1*). We observed that immune cells in the pancreas of the CP mice were abundant and diverse in cellular type. Compared to the control, 547 upregulated genes (including *Mmp7*, *Ttr*, *Rgs5*, *Adh1*, and *Cldn2*) and 257 downregulated genes were identified in ductal cells from the CP group. The elevated expression levels of MMP7 and TTR were further verified in the pancreatic ducts of CP patients. This study provides a preliminary description of the single-cell transcriptome profiles of mouse pancreata and accurately demonstrates the characteristics of pancreatic ductal cells in CP. The findings provide insight into novel disease-specific biomarkers and potential therapeutic targets of CP.

## 1. Introduction

The pancreas is a bifunctional organ that produces both digestive enzymes and endocrine hormones. It is comprised of two main cellular compartments: the exocrine pancreas, primarily consisting of acinar and ductal cells, and the pancreatic islets, composed of no less than five distinct hormone-secreting cell types, including α cells, β cells, γ cells, δ cells, and ε cells. Chronic pancreatitis (CP) is a progressive fibroinflammatory syndrome of the pancreas that causes irreversible tissue destruction, leading to a permanent loss of pancreatic functions [1]. The salient pathologic features of the disease include glandular atrophy, extensive fibrosis, and inflammatory infiltration, as well as ductal dilatation and pancreatic calcification [2]. The progression of CP is accompanied by alterations in the cellular composition and the unique biological functions of specific cell types.

Single-cell RNA sequencing technology (scRNA-seq) has provided new insights into the diversity of pancreatic cell types and the plasticity of the pancreas. Several studies have investigated single-cell transcriptional profiles of the human and mouse pancreas [3,4,5], type 2 diabetes human islets [6,7,8], and pancreatic cancer [9,10,11]. Based on these studies, the precise pancreatic cell types and the cell type-specific gene expression signatures of diabetes progression, as well as intratumor heterogeneity and the progression of pancreatic cancer, are now becoming understood. Recently, Tosti et al. utilized single nuclear RNA sequencing (snRNA-seq) to generate transcriptome profiles of the pancreas from healthy neonates, healthy adults, and CP patients [12]. Single-cell analyses by Blobner et al. demonstrated two unique clusters of acinar cells in human CP [13], and Lee et al.’s study revealed distinct immune microenvironments in human hereditary and idiopathic CP [14]. These findings contribute to our understanding of the complex pancreatic genomic landscape and the cellular foundations of CP. 

Nevertheless, due to challenges in the preparation of pancreatic single-cell suspensions, the available single-cell reference map of diverse pancreatic cell types, especially in CP samples, remains limited. A well-developed model of CP that recapitulates human disease is the repetitive administration of caerulein injections in mice [15]. Here, scRNA-seq technology was utilized to generate transcriptional profiles of pancreata from healthy and caerulein-induced CP mice. The data demonstrated the heterogeneity of the mouse pancreas at a high resolution and revealed the cellular composition and transcriptome changes in pancreatic cells in experimental CP.

## 2. Materials and Methods

### 2.1. Mice

C57BL/6 male mice (20–22 g, eight weeks old) were purchased from Lingchang Biotechnology Co., Ltd. (Shanghai, China). The mice were randomly assigned to two groups (four mice in each group). To induce CP, mice were injected with caerulein (50 μg/kg/h) intraperitoneally six times per day at one-hour intervals, three days per week, for six weeks. The control mice were injected with normal saline (NS) in lieu of caerulein. The mice were then sacrificed and examined six days after the final injection. All animal experiments were performed with the approval of the Animal Care Committee of Second Military Medical University.

### 2.2. Tissue Digestion

The digestion buffer was prepared in DMEM/F-12 (11039-021, Gibco, Grand Island, NY, USA) and contained 100 units/mL of collagenase type I (Worthington Biochemical, Lakewood, NJ, USA), 125 units/mL collagenase type IV (Thermo Fisher Scientific, Grand Island, NY, USA), and 25 units/mL DNase type I (Sigma-Aldrich, St. Louis, MO, USA). Pancreata from one control mouse and two CP mice were enzymatically digested into a single-cell suspension, respectively. Note that the cell number yield from CP mice was relatively low; two samples from CP mice were pooled to obtain enough cells for sequencing. Briefly, freshly dissected tissue was placed in a new 10-cm culture dish and cut into pieces with a clean razor blade. After washing twice with phosphate-buffered saline (PBS), each sample was moved to a 15-mL tube containing prewarmed 37 °C digestion buffer comprising 1% fetal bovine serum, respectively. The tubes were incubated on a shaker for 40 min at 37 °C. Cell debris was filtered out with a 30-μm mesh filter, and the cells were then resuspended and washed three times in PBS. Single cells were then resuspended in 100 μL of PBS in preparation for a subsequent single-cell library construction. A Cellometer Auto 2000 Cell Viability Counter (Nexcelom Bioscience, Lawrence, MA, USA) was used to assess the cell viability.

### 2.3. Single-Cell cDNA Library Preparation and Sequencing

We used the BD Rhapsody System (BD Biosciences, Piscataway, NJ, USA) to capture single cells derived from two pancreas samples. The resultant single-cell suspension was washed in PBS (free of calcium and magnesium; 400 μg/mL bovine serum albumin). The final concentration was 600–800 cells/μL. Following the manufacturer’s instructions, an appropriate volume of pancreatic cells was loaded on a BD Rhapsody cartridge and incubated at room temperature. Cell Capture Beads were prepared and loaded on the cartridge so that one bead would bind to one cell. The cartridge was washed, and the cell lysis buffer was added. The beads hybridized with poly-adenylated RNA molecules were then collected for cDNA library construction. scRNA-seq and bioinformatic data analysis were performed by Shanghai Novelbio Ltd (Shanghai, China).

### 2.4. Bioinformatics Analyses

The adaptor sequences were processed by fastp with default parameter filtering, and the low-quality reads were removed [16]. UMI-tools was utilized for a single-cell transcriptome analysis to determine the cell barcode whitelist set by the cell; cell barcodes were captured by the BD Rhapsody platform and observed by a BD Scanner. Reads were mapped to the mouse genome by STAR aligner. Cell barcode UMIs were extracted from the bam file, and the cell expression counts were calculated for further analysis [17]. The Seurat package (version: 2.3.4) was applied according to the raw cell counts [18]. The gene expression values were log-normalized. Quality control was performed to filter out cells with less than 200 or more than 5000 genes expressed, as well as cells with more than 20% mitochondrial reads (Supplementary Figure S1). Seurat regression was performed based on the library size. PCA analysis was applied based on all HVGs (high variable genes); 20 dimensions were calculated, and the top 10 dimensions were used for Graph-Clust and a t-distributed stochastic neighbor embedding (t-SNE) analysis. A graph-based and k-mean-based clustering approach were performed using the FindCluster function in Seurat to identify the clusters. Wilcox *t*-tests were used for the FindAllMarkers function to identify the marker genes based on the cluster results above (log FC > 0.25; pct1 > 0.1; *p*-value adj < 0.05). Clusters of endocrine cells (high expression of *Chga*) [19] and clusters of mesenchymal cells (high expression of *Col1a1* and *Col3a1*) [4,19] were extracted for further sub-clustering analysis using Seurat with the same parameters, respectively. Gene Ontology (GO) enrichment analysis was performed with Metascape (http://metascape.org (accessed on 22 November 2020)) [20].

### 2.5. Histology and Immunohistochemistry

Mouse pancreata were removed and fixed in 4% paraformaldehyde (PFA) for 48 h. Pancreatic tissues were then embedded in paraffin. Five-micrometer tissue sections were loaded on slides for staining. Hematoxylin and eosin staining (H&E) and Masson’s trichrome staining (ab150686, Abcam, Cambridge, UK) were performed for histopathological evaluation. Human CP specimens were obtained from CP patients who underwent biopsy, and control specimens were obtained from patients with pancreatic neuroendocrine tumors who underwent surgery; they were available as formalin-fixed, paraffin-embedded tissue blocks. Patients gave their consent to participate in this study, which was approved by the Changhai Hospital Ethical Committee. Immunohistochemical staining was applied to the paraffin sections with antibodies against CD45 (ab10558, Abcam), F4/80 (#70076, Cell Signaling Technology, Danvers, MA, USA), CD3 (ab16669, Abcam), CD20 (MA5-13141, Invitrogen, Carlsbad, CA, USA), Cxcl14 (MAB866, Novus, Littleton, CO, USA), FN1 (15613-1-AP, Proteintech, Wuhan, China), MMP7 (10374-2-AP, Proteintech), and TTR (11891-1-AP, Proteintech).

## 3. Results

### 3.1. Induction of CP in Mice

CP was induced in eight-week-old C57BL/6 mice by an intraperitoneal injection of caerulein for six weeks (Figure 1A). Compared with control mice, CP mice exhibited a lower bodyweight gain and smaller-sized pancreas due to acinar cell loss. Histological analysis of the pancreata from caerulein-treated mice revealed pathological features of CP, including acinar destruction, inflammatory infiltration, duct dilatation, and fibrosis (Figure 1B). The freshly isolated pancreata from the control and CP mice were enzymatically dissociated into single-cell suspensions. Then, cDNA library generation was performed using the BD Rhapsody platform (Figure 1C).

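The CP library held the pooled pancreatic cells of 2 mice given caerulein, a cholecystokinin analog that overstimulates acinar cells, and the control library held the cells of 1 mouse given saline. Caerulein was injected at 50 μg/kg/h in 6 injections a day at intervals of 1 h, on 3 days per week for 6 weeks, and the pancreata were taken 6 days after the final injection. The BD Rhapsody System captures cells in microwells with barcoded beads, so that each transcript carries a cell barcode and a unique molecular identifier (UMI). The authors trimmed the reads with fastp, chose the barcodes with UMI-tools, mapped the reads with STAR and deposited the number of UMIs counted for each gene and barcode, without normalization. The paper's text does not name the genome build or the annotation. The files list genes by Ensembl identifier, and the positions given here are those of the same identifiers in GENCODE M21 on GRCm38. The CP table held 4992 barcodes, 18123 genes and 1817553 UMIs, and the control table held 4973 barcodes, 18612 genes and 1734927 UMIs. For each group of cells, the raw counts of a library were summed and divided by their total and scaled to 1000000 counts (CPM), and the log2 ratio of CP over control was taken from these values. There was 1 library per condition, so no test and no error between animals could be given. Square brackets hold exact 95% intervals, from the Poisson distribution for counts and their ratios and by the Clopper-Pearson method for shares, which cover counting error only. Where a gene had 0 counts in a library, the ratio was computed against a floor of 3 counts over the group of cells and is a bound.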

### 3.2. Single-Cell Transcriptomes Recapitulate Pancreatic Cell Types

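The stated filter of 200 to 5000 genes and at most 20% mitochondrial counts kept 1788 barcodes of the CP library and 2268 of the control library. Fewer than 200 genes were detected at 3201 CP barcodes and 2705 control barcodes. No barcode of either library had more than 5000 genes, and the largest numbers were 2672 in CP and 1933 in the control. The mitochondrial share was above 20% at 35 CP barcodes, of which 3 had enough genes, and at 10 control barcodes, of which 0 had enough. The cells kept held 68.4% of the UMIs in the CP table and 74.4% of those in the control table. Their median depth was 429 UMIs and 297 genes in CP and 452 UMIs and 351 genes in the control. Scrublet, which scores each cell against simulated doublets, called 7 CP cells (0.391%) and 6 control cells (0.265%). The alternative that moved these numbers most, a mitochondrial share of at most 10%, left 1753 and 2250 cells.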

The transcriptomes of 3825 single pancreatic cells were analyzed (1645 cells from CP mice and 2180 cells from the controls). t-SNE was utilized to project all cells onto two dimensions. This revealed 16 transcriptionally unique clusters (Figure 2A and Figure S2 and Supplementary File S1), including acinar cells (high expression of *Cpb1*, *Ctrb1*, and *Cpa1*); ductal cells (*Spp1* and *Krt18*) [3,19]; endocrine cells (*Chga*) [19]; mesenchymal cells (*Col1a1* and *Col3a1*) [4,19]; endothelial cells (*Plvap* and *Pecam1*) [7,19]; and immune cells (Figure 2B).

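Clustering both libraries together with the stated settings gave 11 clusters at resolution 0.8, the default of the Seurat version the paper names, since the methods give no resolution. At a resolution of 1.2 the number rose to 15, the largest change under any alternative. A cluster was named after a cell type only where at least 3 of the type's markers were among its 50 leading genes and no other type had more markers among its 10 leading genes. These markers, and the gene lists used in what follows except where stated, were fixed before the data were examined. Cluster 1 was B cell-like (634 cells), clusters 2 and 5 were ductal-like (627 and 433), cluster 3 was mesenchymal-like (570) and cluster 4 was endothelial-like (531). Gkn3, Tff2 and Pgc, stomach genes that no marker list held, were among the 10 leading genes of cluster 5 because of 5 of its cells, and without these cells the name was the same, with 2 ductal markers among the 10 leading genes and 0 of any other type. Cluster 6 was NK-like (406), cluster 7 macrophage-like (350), cluster 8 plasma cell-like (279), cluster 9 endocrine-like (96) and cluster 10 acinar-like (86). Cluster 11, with 44 cells, was pericyte- or smooth muscle-like, a type that the text does not name. Cluster 6 was divided again into 233 NK-like cells, 158 cells with T cell and NK cell markers that could not be named as either, called T and NK mixed here, and 15 unnamed cells. Cluster 7 was divided into 192 macrophage-like cells, 140 unnamed cells led by Alox5ap, S100a4 and Il1b, and 18 neutrophil-like cells. Unnamed cells were counted with the cluster they came from. Macrophage-like cells below thus include the 140 unnamed cells unless the macrophage-like subcluster is named. Ctrb1, Cpb1, Cpa1, Spp1, Krt18, Chga, Col1a1, Col3a1, Plvap and Pecam1 were among the naming markers, so their levels describe the naming and are not a separate result. Acinar-like cells had 50777 CPM of Ctrb1 against 530.2 in all other cells, and Cpb1 and Cpa1 were at 13411 against 161 and 6541 against 66.8. Spp1 and Krt18 were at 3320 and 2547 in ductal-like cells and at 191 and 208 elsewhere. Chga was at 8862 in endocrine-like cells against 19.5 elsewhere. Col1a1 and Col3a1 were at 2969 and 2981 in mesenchymal-like cells against 28.1 and 34.0, and Plvap and Pecam1 were at 2681 and 2385 in endothelial-like cells against 66.6 and 79.6.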

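The 96 endocrine-like cells, 72 from CP and 24 from the control, were clustered again with the same settings and fell into 2 subclusters. Subcluster 1 held 57 cells (51 from CP) and subcluster 2 held 39 cells (21 from CP). Cells with more Gcg counts than Ins1 and Ins2 counts together made up 22 of the 57 cells (38.6%) and 14 of the 39 cells (35.9%), so these subclusters did not part the cells by hormone. The cells were therefore also grouped by the hormone with more counts, a step chosen after this result was seen. Gcg exceeded Ins in 36 cells, of which 25 were from CP and 11 from the control. In the other 60 cells, 47 from CP and 13 from the control, Ins was at or above Gcg, and 8 of them had no count of Ins1, Ins2 or Gcg. The Gcg group had 10868 counts of Gcg, 22 of Ins1 and 56 of Ins2. The Ins group had 1096 counts of Gcg, 11366 of Ins1 and 27199 of Ins2. Counts of Sst were in both groups, 1265 in the Gcg group and 1143 in the Ins group.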

To determine the various endocrine cell types, a clustering analysis was performed on the endocrine cells, and the cells were separated into two clusters with distinct hormone expressions: α cells (*Gcg*) and β cells (*Ins*) (Figure 2C). Notably, α cells also showed high levels of *Gpx3*, while β cells expressed *G6pc2*, *Hadh*, *Ero1lb*, *Mafa*, *Prlr*, *Spock2*, and *Nkx6-1* (Figure 2D), which is consistent with a public database (http://bis.zju.edu.cn/MCA/gallery.html?tissue=Pancreatic-Islet (accessed on 18 May 2022)) and previous studies [3,4,6,7,8].

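The groups of endocrine-like cells by hormone, summed over both libraries, held 35586 UMIs with Gcg above Ins and 92709 UMIs with Ins at or above Gcg. Gpx3 had 53 counts in the Gcg group and 15 in the Ins group, a log2 ratio of 3.20 [2.35 to 4.14]. For the other genes the text names, the log2 ratio of the Gcg group over the Ins group was negative. G6pc2 had 1 count against 70 (−4.75 [−10.07 to −2.22]), Prlr had 1 against 51 (−4.29 [−9.62 to −1.75]) and Mafa had 1 against 39 (−3.90 [−9.24 to −1.34]). Ero1lb had 2 counts against 69 (−3.73 [−6.80 to −1.82]). Spock2 (−2.92 [−5.23 to −1.30]) and Hadh (−2.27 [−3.95 to −0.98]) followed, and Nkx6-1 had 1 count against 21 (−3.01 [−8.38 to −0.37]). No count of Slc2a2, a β cell marker, fell in the Gcg group, against 29 in the Ins group.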

### 3.3. Subpopulation Identification of Pancreatic Mesenchymal Cells in Normal Mice

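Clustering the 564 mesenchymal-like cells of the control library with the settings used for all cells gave 4 subclusters of 200, 180, 149 and 35 cells. The alternatives gave between 3 subclusters at a resolution of 0.4 and 6 at a resolution of 1.2. Each subcluster was set against lists of genes that Supplementary File S2 gives for the populations and that the text does not name. The study chose these genes on these same cells, so they are no independent evidence for the populations. Subcluster 1 was Mes.1-like, with all 7 genes of the Mes.1 list at their highest level in it. Subcluster 3 was Mes.4-like, with all 8 genes of the Mes.4 list highest, and all 5 genes of the Mes.3 list were highest in it as well. The 6 genes of the Mes.2 list were split, with 3 highest in subcluster 1, 2 in subcluster 2 and 1 in subcluster 4. Subcluster 2 was led by acinar enzymes (9854 CPM against 3697 in subcluster 1) and subcluster 4 by ductal genes, with 11794 CPM of ductal markers against 334 in subcluster 1. Neither of these was named.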

In order to explore the heterogeneity within pancreatic mesenchymal cells, the clustering of mesenchymal cells was investigated in the control sample, and four discrete clusters were identified (Figure 3A and Supplementary File S2). 

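The genes that the text names for the mesenchymal populations also drive the clustering, so their levels were taken from a clustering without these 15 genes among the variable genes. It gave a Mes.1-like subcluster of 219 cells, a Mes.4-like subcluster of 160 cells, and unnamed subclusters of 113 and 72 cells. Smoc2 was highest in the Mes.1-like cells, with 1731 CPM [1503 to 1983] against 411 [294 to 560] in the Mes.4-like cells, 911 in the unnamed subcluster of 113 cells and 1065 in that of 72 cells. Mgp was at 2055 CPM [1807 to 2328] in the Mes.1-like cells and at 463 [337 to 619] in the Mes.4-like cells. In the unnamed subcluster of 113 cells it was at 2509 [2155 to 2905], and in that of 72 cells at 1864 [1453 to 2355].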

Mesenchymal cell population 1 (Mes.1) and mesenchymal cell population 2 (Mes.2) were characterized by the expression of *Smoc2* and *Mgp*. In addition, Mes.1 specifically expressed *Cxcl14*, *Fbln7*, *Ogfrl1*, and *Hsd11b1* (Figure 3B). 

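In the clustering without the named genes, Cxcl14 was at 865 CPM [707 to 1049] in the Mes.1-like cells and at 92.5 [42.3 to 176] in the Mes.4-like cells. Fbln7 was at 790.5 [639.5 to 966] against 123 [63.7 to 215], and Hsd11b1 at 741 [595 to 911] against 206 [126 to 318]. Ogfrl1 was at 799, and in the Mes.4-like cells it had the same count as Hsd11b1. All 4 genes were highest in the Mes.1-like cells. They were also counted in the unnamed subclusters, where Cxcl14 reached 533 [325 to 823] and Hsd11b1 reached 506 CPM [305 to 790.1] in the subcluster of 72 cells. Of the 15 genes the text names for these populations, 5 were highest in the Mes.1-like cells, 9 in the Mes.4-like cells and 1 in an unnamed subcluster.

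**Figure D1:**
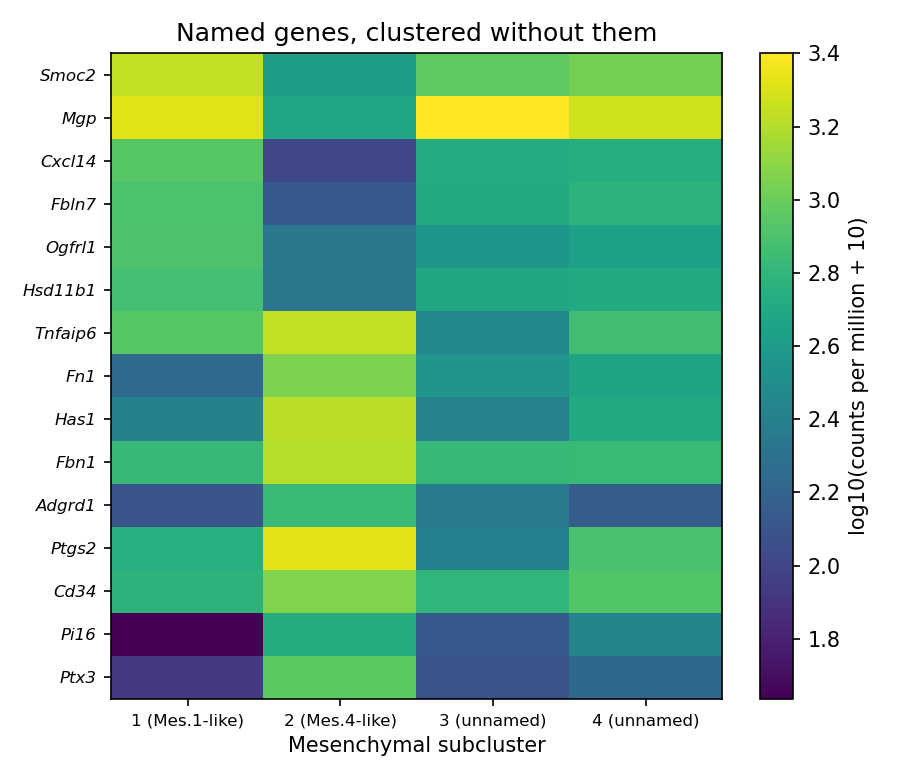
Level of each of the 15 genes the text names in the 4 mesenchymal subclusters of the control library, when these genes are left out of the clustering. Colour gives log10 of CPM plus 10. Cxcl14, Fbln7, Ogfrl1 and Hsd11b1 are highest in the Mes.1-like column, and Mgp is highest in an unnamed one.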

Mesenchymal cell population 3 (Mes.3) and mesenchymal cell population 4 (Mes.4) exhibited high levels of *Tnfaip6*. 

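Tnfaip6 had 1737 CPM [1485 to 2020] in the Mes.4-like cells when the named genes were left out of the clustering, and 51.3% of these cells had at least 1 count. It was at 857 [699.5 to 1039] in the Mes.1-like cells, where 26.0% of cells had a count, and at 280.4 [171 to 433] and 719 [474 to 1046] in the unnamed subclusters. No separate Mes.3-like subcluster was found.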

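Fn1, Has1, Fbn1, Adgrd1, Ptgs2, Cd34, Pi16 and Ptx3 were all highest in the Mes.4-like cells in the clustering that did not use them. Fn1 was at 1141 CPM [939 to 1374] against 166 [102 to 257] in the Mes.1-like cells, and Has1 at 1645 [1400 to 1920] against 249.6 [168 to 356]. Ptgs2 was at 2076 [1800 to 2383] against 549 [425 to 699], Ptx3 at 894 [716 to 1103] against 74.9 [34.2 to 142], and Pi16 at 524 [390.3 to 689] against 33.3 [9.07 to 85.2]. Fbn1 was at 1593 [1352 to 1865] against 649 [513 to 810.0] and Adgrd1 at 668 [516 to 852] against 116 [63.7 to 195]. Cd34 differed least, at 1162 [957 to 1396] against 591 [461 to 745], and its interval overlapped that of the unnamed subcluster of 72 cells, 825 [561 to 1172].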

Mes.4 also had high expressions of *Fn1*, *Has1*, *Fbn1*, *Adgrd1*, *Ptgs2*, *Cd34*, *Pi16*, and *Ptx3* (Figure 3A,B). A GO analysis suggested that Mes.4 is involved in the positive regulation of smooth muscle cell proliferation, the negative regulation of the immune system process, and the regulation of the reactive oxygen species metabolic process (Figure 3C). The existence of Cxcl14-positive or Fn1-positive mesenchymal cells was further demonstrated by immunohistochemistry (Figure 3D,E).

### 3.4. Infiltration and Activation of Immune Cells in CP Mice

Inflammatory infiltration is one of the main characteristics of CP. 

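Cells of immune type made up 1152 of the 1788 CP cells, or 64.4% [62.2 to 66.7], and 517 of the 2268 control cells, or 22.8% [21.1 to 24.6]. With each cell typed by its own marker counts instead of by its cluster, the shares were 27.9% and 12.0%, the largest move under any alternative. Cells left untyped in this way stayed in the total, so part of the fall may come from them. Their number is not given here. All these values are shares of the cells in a library, so a lower yield of other types raises them as well. Mesenchymal-like cells made up 0.336% [0.123 to 0.729] of the CP library and 24.9% [23.1 to 26.7] of the control library. Endothelial-like cells made up 1.29% [0.817 to 1.92] and 22.4% [20.7 to 24.2]. Ductal-like cells had a share of 28.4% [26.3 to 30.6] in CP and 24.3% [22.6 to 26.2] in the control. The paper's text does not state the test behind the difference in proportion.

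**Figure D2:**
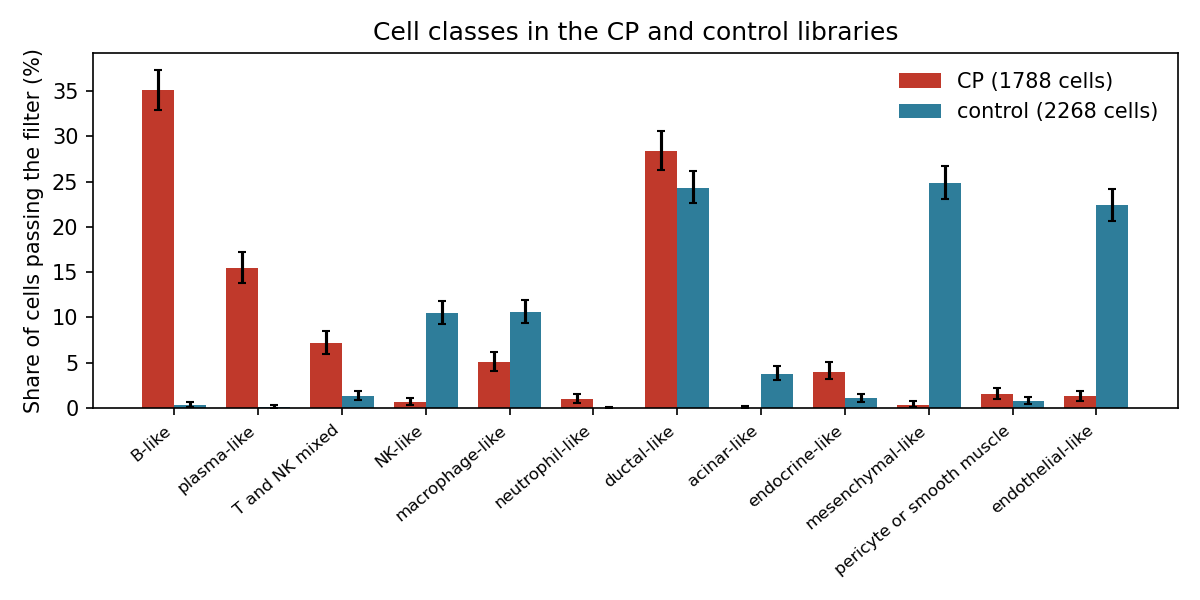
Share of the cells passing the filter in each class, for the CP library (red) and the control library (blue). Bars give percent of the library's cells and lines the exact 95% interval, which covers counting error only. B-like cells are the largest class of the CP library and mesenchymal-like cells that of the control library.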

Our data showed a significantly increased proportion of immune cells in the CP mouse pancreas compared with the control pancreas (Figure 4A). An immunohistochemical analysis showed a strong infiltration of immune cells in the pancreatic sections from CP mice. F4/80-positive macrophages were found in the pancreatic sections from both the CP and control mice. Cd20-positive B cells and Cd3-positive T cells were observed in the CP pancreas but rarely detected in the control pancreas (Figure 4B). Notably, a higher *Il1β* expression level was observed in macrophages from the CP group than in macrophages from the controls. 

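Il1b (chromosome 2, 129364570 to 129371139, minus strand), the gene of Il1β, had 77 counts in the CP cells of cluster 7 and 41 in the control cells, with the neutrophil-like cells left out. This is 1678 CPM [1324 to 2097] in CP against 304 [218 to 412] in the control, a log2 ratio of 2.47 [1.90 to 3.05]. Thinning each cell to 300 UMIs moved it most, to 1.81. A count was seen in 38.5% of the CP cells and 10.4% of the control cells, or 26.7% and 7.61% after thinning, which left out 16 and 44 cells. In ductal-like cells, which should lack the gene, 0.238% of CP cells and 0 of 429 control cells had a count after thinning. Their median depth was 517 UMIs in CP and 423 in the control, against 468 and 473 UMIs in cluster 7. Since Il1b was among the leading genes of the unnamed subcluster of 140 cells, which held 62.6% of the CP cells and 34.4% of the control cells, the ratio was also taken within the subclusters. It was 2.91 [1.99 to 3.88] in the macrophage-like subcluster, from 28 and 17 counts, and 1.90 [1.17 to 2.67] in the unnamed one, from 49 and 24 counts. Without the Il1b counts of the 5 cells of each library with the most, and with the totals of all cells kept, the ratio was 2.62 [1.89 to 3.38]. Those cells held 27 of the 77 CP counts and 17 of the 41 control counts, so this check does not weigh the libraries alike.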

The GO analysis suggested that the upregulated genes of macrophages from the CP mice are involved in the cellular response to interferon-β, leukocyte differentiation, and the p38MAPK cascade (Figure 4C).

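The enrichment of GO terms was not rerun, and a list of 25 interferon-β response genes was used instead. In the macrophage-like cells, 19 genes of the list had at least 10 counts over both libraries, and 15 of them were higher in CP. Their median log2 ratio was 0.66 [0.20 to 0.93], with the interval from 1000 Poisson draws of the counts. It lay at the 99.8th percentile of 10000 random lists of as many genes matched on mean expression, whose median was −0.03. The percentile describes these libraries and is not a test. The median was lowest with each cell thinned, at 0.39. Within the subclusters, a split made after the data were seen, it was 0.73 [0.05 to 1.05] in the macrophage-like one over 16 genes and 0.66 [0.07 to 1.08] in the unnamed one over 12 genes. Ifitm3 had 95 counts in CP and 240 in the control (0.22 [−0.14 to 0.57]). Ifi27l2a was lower in CP, with 26 and 127 counts (−0.73 [−1.40 to −0.11]). Leukocyte differentiation and the p38MAPK cascade were not analysed here.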

### 3.5. Ductal Cell Gene Expression Alterations in CP Mice

Pathological changes to pancreatic acinar cells in CP, including acinar cell degeneration and acinar-to-ductal metaplasia (ADM), have been well-studied [21,22]. In order to explore the gene expression features of ductal cells with regards to CP, the transcriptome differences between the two groups were compared, and a total of 547 upregulated genes and 257 downregulated genes were identified in the ductal cells of the CP group (Figure 5A and Supplementary File S3). 

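The ductal-like cells, clusters 2 and 5 together, were 508 CP cells with 382707 UMIs and 552 control cells with 306371 UMIs. Of the 547 genes on the upregulated sheet of Supplementary File S3, 540 were matched in the count tables by symbol, and 540 were higher in CP. Of the 257 genes on the downregulated sheet, 255 were matched and 255 were lower in CP. The listed genes were chosen on these same libraries, so their direction here is not independent evidence. With each cell thinned, 99.3% of the upregulated genes with a ratio were still higher in CP. The median log2 ratio here was 1.26 for the upregulated genes, and the median that the paper's file reports for them is 1.25. For the downregulated genes it was −1.62 here and −1.60 in the paper's file. Gene by gene the values were less alike, with a Pearson correlation of 0.427 for the upregulated and 0.364 for the downregulated genes. Across all 2771 genes with at least 50 counts in the ductal-like cells, the median log2 ratio was −0.08 and 1287 genes were higher in CP. Under the other ways of pooling and scaling this median lay between −0.07 and −0.06. The 10 genes with the largest ratio were Igkc, Gkn3, Ighm, Pcp4l1, Jchain, Reln, Gcg, Pgc, Adh1 and Obp2b. Of the counts of these genes in CP ductal-like cells, the 5 cells with the most held 96.4% for Gkn3, 97.1% for Pgc, 90.6% for Gcg and 49.1% for Igkc. Pcp4l1 had 106 counts in CP and 1 in the control, a log2 ratio of 6.41 [3.90 to 11.72], and its 5 highest cells held 20.8% of the CP counts. The 10 genes with the smallest ratio were Hmox1, Cela3b, Pnliprp1, Prss2, Flt1, Pnlip, Cpb1, 2210010C04Rik, Reg1 and Reg3b.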

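Gene lists were also compared between the ductal-like cells of CP and control. Of the interferon-β response list, 17 of whose genes are on the upregulated sheet, 22 had enough counts and 19 were higher in CP, with a median log2 ratio of 1.09 [0.99 to 1.33] at the 100th percentile of the matched random lists. Clustering at a resolution of 1.2 moved it most, to 1.44. Bst2 had 595 counts in CP and 219 in the control (1.12 [0.90 to 1.35]), and Ifi27l2a had 218 and 31 (2.49 [1.95 to 3.09]). In endothelial-like cells the median was 0.37 [0.14 to 0.73], within the −0.11 to 0.60 of the random lists there. Ifit3 did not differ detectably in ductal-like cells, with 128 and 127 counts (−0.31 [−0.68 to 0.06]). For translation, a list of ribosomal protein genes was taken from the annotation, after the data were seen. Of these, 63 genes had a median log2 ratio of 0.57 [0.53 to 0.76], also at the 100th percentile, and 55 of them were higher in CP. Of a list of 11 oxidative stress genes regulated by Nrf2, 8 of them on the downregulated sheet and Hmox1 included, 10 had enough counts and 0 were higher in CP. Their median was −2.05 [−2.40 to −1.68], below every random list, and the middle 95% of the random lists spanned −0.74 to 0.60. Among them, Txnrd1 had 21 counts in CP and 140 in the control (−3.06 [−3.79 to −2.39]) and Gclc had 15 and 101 (−3.07 [−3.96 to −2.28]). A list of genes induced by tissue dissociation had a median of 0.19 [0.09 to 0.33] over 23 genes. Cell death, cell development and topologically incorrect proteins were not analysed here.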

The GO analysis demonstrated that 547 upregulated genes are involved in the response to interferon-β and the translation and regulation of oxidative stress-induced cell death (Figure 5B), while the 257 downregulated genes are involved in the positive regulation of cell death, response to topologically incorrect proteins, positive regulation of cell development, and the reactive oxygen species metabolic process (Figure 5C). Ductal cells from the CP pancreas exhibited markedly higher expression levels of matrix metallopeptidase 7 (*Mmp7*), transthyretin (*Ttr*), regulator of G-protein signaling 5 (*Rgs5*), alcohol dehydrogenase 1 (*Adh1*), and claudin 2 (*Cldn2*) (Figure 5D).

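Mmp7 (chromosome 9, 7692090 to 7699585) had 1438 counts in CP ductal-like cells and 81 in control ductal-like cells, or 3757 CPM [3566 to 3957] against 264 [210.0 to 329], a log2 ratio of 3.83 [3.51 to 4.17]. Ttr (chromosome 18, 20665280 to 20674321) had 977 and 78 counts, with a ratio of 3.33 [2.99 to 3.68]. Thinning each cell moved Ttr to 4.14, outside its interval, and no alternative moved the other 4 genes outside theirs. Rgs5 (chromosome 1, 169655501 to 169695813) had 585 and 42 counts (3.48 [3.03 to 3.97]). Adh1 (chromosome 3, 138260991 to 138290698) had 313 and 8 counts (4.97 [3.97 to 6.19]), and Cldn2 (chromosome X, 139800828 to 139811386) had 333 and 18 counts (3.89 [3.21 to 4.66]). All 5 lie on the plus strand. These genes were among the leading genes of cluster 2, so the cells were also clustered without them, a choice made after seeing the data, and the ratios then ranged from 3.33 for Ttr to 4.94 for Adh1. After thinning, 52.5% of CP and 5.83% of control ductal-like cells had a count of Mmp7, against 1.33% of CP macrophage-like cells. For Ttr the shares were 48.0% in CP, 18 of 429 cells in the control and 0%, and for Rgs5 34.9%, 2.56% and 0%. For Adh1 they were 19.7%, 0.466% and 0%, and for Cldn2 20.4%, 0.932% and 0%. For 0 of these 75 macrophage-like cells the exact interval reaches 4.80%. The median depths of both cell types are those given above with Il1b. Thinning left out 87 CP and 123 control ductal-like cells, and without it Mmp7 was counted in 65.2% and 9.24% of the cells and Ttr in 66.1% and 11.6%. Among the other CP cells, Rgs5 was at 168% of the ductal level in endothelial-like and 125% in pericyte- or smooth muscle-like cells, and Ttr at 149% in endocrine-like cells. The endothelial-like value of Rgs5 came from 26 counts in 4 of 23 cells. In B cell-, plasma cell- and macrophage-like cells, each of the 5 genes was at 5.22% of the ductal level or less.

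**Figure D3:**
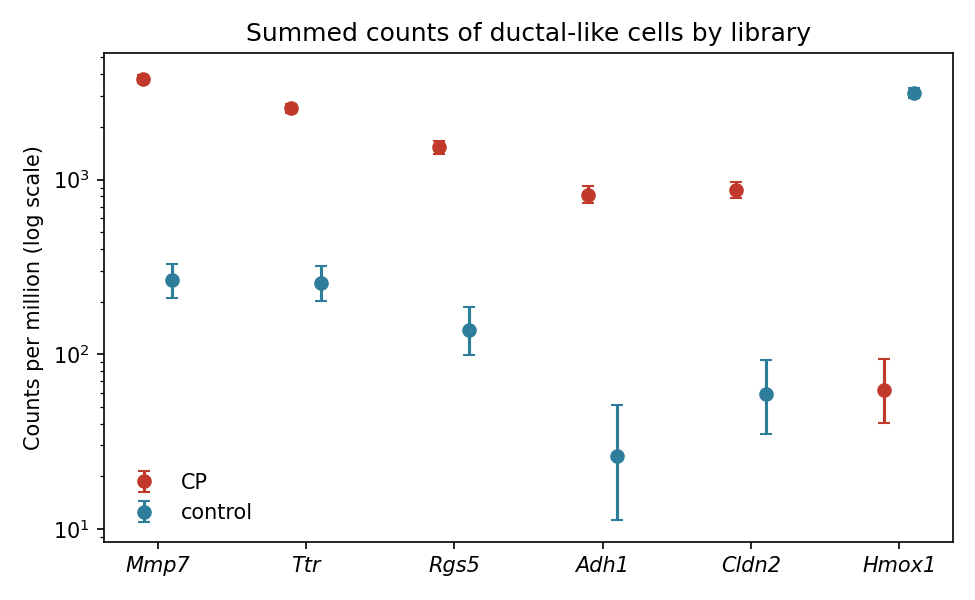
CPM of 6 genes in the summed ductal-like cells of the CP library (red) and the control library (blue), on a log scale. Points are 1 library each and lines are exact 95% intervals for counting error. Mmp7, Ttr, Rgs5, Adh1 and Cldn2 are higher in CP, and Hmox1 is lower, at 62.7 against 3130.2 CPM.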

### 3.6. Immunohistochemical Analysis of MMP7 and TTR in Mouse and Human CP Samples

To confirm the expression features of Mmp7 and Ttr in the ductal cells from CP mice, immunohistochemical staining of mouse pancreatic tissue sections was performed. As expected, immunohistochemistry showed increased levels of Mmp7 and Ttr in the pancreatic ducts of CP mice (Figure 6A). However, immunostaining revealed elevated expressions of Mmp7 and Ttr not only in the ductal cells but also in the ADM structures (Figure 6A). The expression patterns of MMP7 and TTR were also evaluated in vivo by performing an immunohistochemistry analysis of human CP samples and adjacent sections of morphologically normal pancreatic tissue obtained from patients with pancreatic neuroendocrine tumors (Figure 6B). Similarly, immunohistochemistry showed increased MMP7 and TTR expression in both the pancreatic ducts and the ADM structures of CP patients.

## 4. Discussion

As an essential component of both the digestive and endocrine systems, the human pancreas has a specific and complex cellular composition that changes (often markedly) during the course of a disease. CP is a fibroinflammatory syndrome of the pancreas characterized by recurrent episodes of pancreatic inflammation with variable severity and length. A comprehensive and accurate depiction of a normal pancreas and CP pancreas at the single-cell level can contribute to an improved understanding of the disease characteristics and diagnosis. However, human pancreas samples, which directly reflect the in vivo conditions of patients, are often difficult to obtain. One of the most frequently used methods to induce experimental CP is to perform a self-limited acinar cell injury by the repetitive injection of caerulein in mice. Although the clinical relevance of the caerulein-induced CP model remains unclear, the final common pathways of disease development appear similar [15]. In this study, scRNA-seq was utilized to explore the transcriptome profiles of the pancreata from healthy and experimental CP mice.

Using specific markers, most of the well-known pancreatic cell types were identified in the control group. Some uncommon endocrine cell types, such as γ, δ, and ε cells, were not separated from the whole endocrine cluster, perhaps due to the limited cell numbers. 

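In the 96 endocrine-like cells, Sst, the δ cell hormone, had 2408 counts. In 12 of these cells it took more than 10% of all counts, and these cells held 2014 of the Sst counts. Its level was 18769 CPM in endocrine-like cells and 49.3 in ductal-like cells. Ppy, the γ cell hormone, had 217 counts spread over 31 cells and exceeded 10% in 0 cells. Pyy had 798 counts and exceeded 10% in 1 cell. No count of Ghrl, the ε cell hormone, was found in the endocrine-like cells.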

Notably, distinct subclusters of pancreatic mesenchymal cells were identified in the control group. Cells belonging to Mes.1 were distinguished by the upregulated expression of *Mgp*, *Smoc2*, *Cxcl14*, *Fbln7*, *Ogfrl1*, and *Hsd11b1*. *Hsd11b1* has been reported to be associated with glucocorticoid-induced insulin resistance [23] and the mediation of insulin release in pancreatic islets [24]. Notably, although *Hsd11b1* showed low expression levels in the islets, much higher levels were detected in intact micro-organs than purified α, β, or δ cells [25,26]. 

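Hsd11b1 (chromosome 1, 193221634 to 193264075, minus strand) had 179 counts in all control cells. Of these, 162 fell in the 564 mesenchymal-like cells, a share of 90.5% [85.2 to 94.4], although most of the control cells were of other types. Typing each cell by its own markers moved the share most, to 71.5%, with the counts of untyped cells kept in the total. In the clustering without the named genes, the Mes.1-like subcluster held 89 counts, or 49.7% [42.2 to 57.3] of all control counts, and the Mes.4-like subcluster 20 counts, or 11.2% [6.96 to 16.7]. The unnamed subcluster of 113 cells held 34 counts, or 19.0% [13.5 to 25.5], and that of 72 cells 19 counts, or 10.6% [6.51 to 16.1]. The level in the unnamed subcluster of 113 cells was 477 CPM [330 to 666], and this interval overlaps that of the Mes.1-like subcluster. Endothelial-like cells held 7 counts, NK-like cells 6, ductal-like cells 3 and acinar-like cells 1. The 24 control endocrine-like cells held 0 counts, for which the exact interval reaches 165 CPM.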

The current findings suggest that Mes.1 is the main source of Hsd11b1 in the pancreas. Cells belonging to Mes.4 expressed high levels of *Fn1*, *Tnfaip6*, *Has1*, *Fbn1*, *Adgrd1*, *Ptgs2*, *Pi16*, *PTX3*, and *Cd34*. The expression of Fn1, Ptgs2, and Cd34 has been reported in pancreatic stellate cells [27,28]. Notably, TNFAIP6 secreted from human adipose tissue-originated mesenchymal stem cells is able to ameliorate severe acute pancreatitis in mice by downregulating endoplasmic reticulum stress [29].

The immune cell profile of the CP group was quite different from that of the control. Macrophages and NK cells, cell types of the innate immune system, were detected in the control group, while B cells, T cells, and neutrophils were almost undetectable. In contrast, an enormous immune cell population was detected in the CP group, including B cells, T cells, plasma cells, macrophages, and neutrophils. 

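In the control library, 241 cells were macrophage-like, or 10.6% [9.39 to 12.0], and 237 were NK-like, or 10.4% [9.22 to 11.8]. They made up 46.6% and 45.8% of the control immune cells. The T and NK mixed cells numbered 30 (1.32% [0.894 to 1.88]), and B-like cells numbered 7 (0.309% [0.124 to 0.635]). Plasma cell-like cells numbered 2 (0.0882% [0.0107 to 0.318]). No neutrophil-like cell was found among the control cells, for which the exact interval reaches 0.163%.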

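In the CP library, 627 cells were B-like, 35.1% [32.9 to 37.3] of all cells and 54.4% of the immune cells. A further 277 cells were plasma cell-like (15.5% [13.8 to 17.3]), and 128 were T and NK mixed (7.16% [6.01 to 8.45]). Macrophage-like cells numbered 91 (5.09% [4.12 to 6.21]), neutrophil-like cells 18 (1.01% [0.598 to 1.59]) and NK-like cells 11 (0.615% [0.308 to 1.10]). Of the macrophage-like cells, 34 in CP and 158 in the control were in the subcluster that met the naming rule. In the unnamed subcluster, C1qa had 7 counts in CP and 0 in the control, and Csf1r had 10 and 16. Xcr1 and Cd209a, dendritic cell markers, had 13 and 10 CP counts there, so the class may hold other myeloid cells. The median depth was 314 UMIs in CP B-like cells and 1324 UMIs in CP plasma cell-like cells.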

According to Lee et al.’s study, T cells are the major immune cell type in the pancreas of CP patients [14]. The overabundant B cells and plasma cells in the CP group could be caused by species differences or modeling methods. Compared to macrophages from the control pancreas, macrophages from the CP pancreas exhibited a higher expression of *Il1β*, a proinflammatory factor associated with pancreatitis [30], suggesting that macrophages in the CP group exhibited M1-directed polarization. 

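Besides Il1b, lists of M1 and M2 genes were compared in the macrophage-like cells. Of 9 M1 genes in the files, Il1b among them, 5 had at least 10 counts, and 3 of these were higher in CP. Their median log2 ratio was 0.44 [−0.19 to 0.89], at the 88.5th percentile of matched random lists. Tnf, which gave this median, had 23 counts in CP and 50 in the control, with an interval of −0.34 to 1.18, so a difference was not detectable at this depth. Of 7 M2 genes in the files, 3 had enough counts, and 1 of them was higher in CP. The M2 median was −2.61 [−2.76 to −0.32], which is the value of Mrc1, with 1 count in CP and 18 in the control. The exact interval of Mrc1 was −7.99 to 0.05. Drawn counts of 0 were set to the floor of 3, so the interval of the median leaves out the low values that 0 counts allow. The median lay at the 0.09th percentile of the random lists. Chil3 had 1 and 23 counts (−2.97 [−8.33 to −0.34]). Retnla went the other way, with 28 counts in 4 CP cells and 23 in the control (1.84 [0.99 to 2.70]), and it carried the summed M2 genes, at 697 CPM in CP and 570.2 in the control. Within the macrophage-like subcluster, Mrc1 was at −1.98 [−7.36 to 0.69] and Retnla at 1.92 [0.96 to 2.86]. Chil3 had 0 and 13 counts there, with an upper limit of 0.59. In the unnamed subcluster Chil3 was at −2.45 [−7.89 to 0.36], Mrc1 had 0 counts in both libraries and Retnla had 9 and 0. For Mrc1 and Chil3 a difference within a subcluster was thus not detectable at this depth. From the higher Il1β level, the paper proposes that macrophages of the CP group were polarized toward M1.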

Notably, since we did not remove the circulating immune cells in the process of the preparation of the single-cell suspension, immune cells captured in the CP group may not fully correspond to the inflammatory cell profile of pancreatic tissues.

When comparing the transcriptomes of ductal cells between the two groups, ductal cells from the CP mice exhibited 547 genes with increased expression and 257 genes with decreased expression, which could be induced by long-term inflammation related to CP and immune responses. Notably, some acinar-specific marker genes, such as *Prss2*, *Try5*, and *Cpa1*, were discovered amid the downregulated genes of the CP ductal cells, possibly due to the ambient contamination from acinar cell lysis in the control group. 

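In ductal-like cells, Prss2 had 6 counts in CP and 151 in the control, a log2 ratio of −4.97 [−6.44 to −3.82]. Try5 had 20 and 182 counts (−3.51 [−4.25 to −2.84]), and Cpa1 had 9 and 43 (−2.58 [−3.80 to −1.52]). Over a list of 16 acinar enzyme genes, ductal-like cells had 959 CPM in CP and 7109 in the control, which was 7.41-fold higher. The same list was also higher in the control in the other types run, of which NK-, pericyte- or smooth muscle-, mesenchymal-, B- and plasma cell-like cells were added after the data were seen. Macrophage-like cells had 414 and 5346 CPM (12.9-fold), endothelial-like cells 395 and 6524 (16.5-fold), T and NK mixed cells together with NK-like cells 309 and 4995 (16.2-fold), and endocrine-like cells 94.4 and 4730 (50.1-fold). It was 10.3-fold in pericyte- or smooth muscle-like cells, 17.8-fold in NK-like cells from 1 CP count, 20.4-fold in B-like cells and 39.6-fold in plasma cell-like cells, and the 6 CP mesenchymal-like cells had 0 counts.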

As the most significantly downregulated gene, *Hmox1* encodes the rate-limiting enzyme for heme degradation—namely, heme oxygenase 1—which also serves as a key regulator of the inflammatory responses [31]. 

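Hmox1 (chromosome 8, 75093621 to 75100589, plus strand) had 24 counts in CP ductal-like cells and 959 in control ductal-like cells. The log2 ratio was −5.64 [−6.29 to −5.06], the smallest among the genes with at least 50 counts, and it ranged from −5.99 to −5.22 over the alternatives. After thinning, 1.66% of CP and 48.3% of control ductal-like cells had a count, and without thinning 4.13% and 56.5%. Hmox1 was lower in CP in other types as well. In macrophage-like cells it had 21 and 947 counts (−3.94 [−4.64 to −3.32]), and in endothelial-like cells 1 and 533 (−4.16 [−9.47 to −1.68]). T and NK mixed cells together with NK-like cells had 1 and 86 counts (−5.22 [−10.54 to −2.70]), and endocrine-like cells had 6 and 11 (−3.11 [−4.83 to −1.55]). The 6 CP mesenchymal-like cells had 2 counts against 749 in the control (−2.09 [−5.14 to −0.24]). Within cluster 7 the ratio was −2.82 [−3.59 to −2.15] in the macrophage-like subcluster and −6.06 [−8.34 to −4.50] in the unnamed one.

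**Figure D4:**
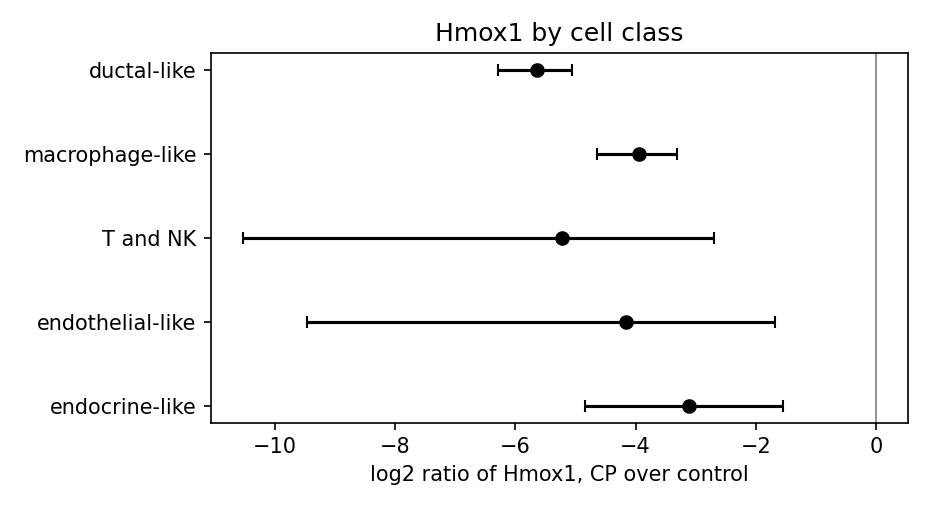
Log2 ratio of Hmox1, CP over control, in the summed cells of 5 classes, with exact 95% intervals for counting error. T and NK stands for the T and NK mixed cells together with the NK-like cells. All 5 intervals lie below 0, and the ratio is lowest in ductal-like cells.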

In animal models, elevated *Hmox1* expression ameliorates the course of pancreatitis [32]. Thus, a reduced expression of *Hmox1* in ductal cells of CP mice suggests a potential negative impact on the course of the disease.

The most significantly upregulated genes in the ductal cells of the CP group included *Mmp7*, *Ttr*, *Rgs5*, *Adh1*, and *Cldn2*. MMP7 is overexpressed in pancreatic intraepithelial neoplasia (PanINs) and pancreatic ductal adenocarcinoma (PDA) and has been found to promote the initiation and progression of PDA [33,34,35]; it is also correlated with the reduced survival and distant metastasis of PDA [35,36]. Under the physiological status, TTR is produced in the islets of Langerhans [37]. Our previous study showed that TTR is overabundant in pancreatic juice from patients with pancreatic cancer and CP [38]. In addition, TTR can promote the pancreatic insulin stimulus–secretion coupling of pancreatic β cells [39] and regulate the expression of glucagon in α cells [40]. The current study revealed, for the first time, that pancreatic ductal cells are another important derivation of TTR in CP. 

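The level of Ttr was 2553 CPM [2395 to 2718] in CP ductal-like cells and 3806 [3444 to 4196] in CP endocrine-like cells. In the control it was 255 [201 to 318] in ductal-like cells and 3257 [2553 to 4095] in endocrine-like cells, and the log2 ratio of CP over control in endocrine-like cells was 0.22 [−0.14 to 0.60]. CP ductal-like cells also held 1006 counts of 7 islet hormone genes. If these had come with Ttr in the ratio found in CP endocrine-like cells, 403 Ttr counts to 50275 hormone counts, they would account for 8.06 Ttr counts, and the 977 observed were 121-fold higher. Of these hormone counts, 713 were Gcg, and the 25 CP endocrine-like cells with more Gcg than Ins had more Ttr, 305 counts to 9332 hormone counts. By that ratio, taken after the data were seen, 32.9 Ttr counts would be accounted for, and the counts observed were 29.7-fold higher. The paper states that ductal cells are another important source of TTR in CP.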

Interestingly, the immunohistochemical analysis showed an elevated expression of MMP7 and TTR in both the pancreatic ductal and ADM structures from both mice and patients with CP. As secreted proteins that are upregulated in the CP pancreas, MMP7 and TTR could be potential molecular markers for the diagnosis, intervention, treatment, and prognosis of CP.

RGS (regulator of G-protein signaling) proteins negatively regulate G-protein signaling, acting as GTPase-activating proteins for heterotrimeric G-protein α subunits, and RGS5 is a member of the G-protein signaling regulator family. Under normal conditions, the mRNA expression level of *RGS5* is very low in the pancreas [41]. *ADH1* encodes the α subunits of alcohol dehydrogenase 1 (class Ι), which catalyzes the NAD-dependent oxidation of alcohols [42]. Serving as tight junction proteins forming paracellular water channels of leaky epithelia, CLDN2 possesses low expression levels in tight junctions between normal pancreatic ducts cells. Notably, a nuclear factor (NF)-κB-binding site is in the *CLDN2* promoter [43], and some conditions associated with stress or injury elevate CLDN2 expression in some cells. Consistent with our findings, Cldn2 expression was found to be markedly upregulated in both acinar and ductal cells from CP cases in the study by Whitcomb et al. [44].

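Markers of ductal subpopulations were not set, so the ductal-like clusters were not named further. Within the ductal-like cells, 5 CP cells of 715 to 1719 UMIs each had at least 5% of their counts from Gkn3, Tff2, Pgc and Muc6, genes of stomach mucosa, a group chosen after their values were seen. They held 522 of the 557 Gkn3 counts of all CP cells and 657 of the 681 Tff2 counts. The 137 control cells that shared cluster 2 with most CP ductal-like cells had Mmp7 at 305 CPM [181 to 482] and Hmox1 at 2912 [2493 to 3381]. In the 415 control cells of cluster 5 these genes were at 255 [196 to 326] and 3182 [2964 to 3413].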

Compared with Hendley et al.’s study [45], we did not identify the subpopulations of the pancreatic ductal cells; this is considered to be due to the insufficient cell numbers. More recently, Ma et al. identified cell populations arising from ADM under conditions of chronic injury by combining lineage tracing and scRNA-seq technology [22]. Their data revealed that *Mmp7* and *Ttr* were also expressed at high levels in some intermediate cell clusters of ADM, which is consistent with our immunohistochemical findings. 

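A list of 6 genes of ADM-derived and progenitor-like cells, of which Tff2 and Muc6 are also in the list of stomach genes, had a median log2 ratio of 1.22 [0.28 to 2.47] in ductal-like cells, at the 98.8th percentile of matched random lists. Of the 6 genes, 4 were higher in CP. Onecut2 had 17 counts in CP and 3 in the control (2.18 [0.39 to 4.59]), and Pdx1 had 6 and 4 (0.26 [−1.81 to 2.53]). Foxq1 had 14 and 17 (−0.60 [−1.73 to 0.51]) and Nkx6-1 had 14 and 25 (−1.16 [−2.21 to −0.16]). Tff2 had 678 and 28 counts (4.28 [3.73 to 4.88]), nearly all of the CP counts in the 5 cells described above. Muc6 had 21 counts, all in these 5 cells, and 0 in the control, at least 5.60-fold higher. The other CP ductal-like cells held 21 Tff2 counts, against 28 in the control, and 0 of Muc6. The rise of Tff2 and Muc6 thus rests on the 5 cells, and the median of the list depends on them. The median without these cells was not computed.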

Acinar cells acquire ductal characteristics through the ADM process, and we speculate that ADM-derived cells could be included in the observed cluster of ductal cells in the CP group. Since the exocrine pancreas contains high levels of hydrolytic enzyme activities, pancreatic acinar cells more easily undergo autolysis than other cell types during the in vitro culture and dissociation steps. Compared with the 10× Chromium System (10× Genomics, San Francisco, CA, USA), the BD Rhapsody System utilizes microwells technology for single-cell capture (more than 200,000 microwells) and has a higher capture efficiency. Nevertheless, our data showed a small number of captured pancreatic acinar cells and a moderate sequencing quality.

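Acinar-like cells numbered 86 in the control library, or 3.79% [3.04 to 4.66] of its cells. In the CP library 0 were found, for which the exact interval reaches 0.206%. Over the alternatives set beforehand, the control share ranged from 1.81% with 2000 variable genes chosen by vst to 7.01% at a resolution of 1.2. It was highest, at 7.50%, without the 5% of cells with the highest doublet scores, an alternative chosen after seeing the data. The acinar-like cells had a median of 449.5 UMIs and 265.5 genes. Of 1102 control barcodes with at least 20% of their counts from the acinar enzyme list, 31 (2.81%) passed the filter. Over all 1102, the median number of genes was 77. At most 31 of the 86 acinar-like cells thus had 20% or more of their counts from these enzymes. Pecam1 and Plvap, endothelial markers, were at 763 and 681 CPM in the acinar-like cells, against 355 and 382 in all other cells. The acinar-like share may therefore include cells of other types.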

In conclusion, this study presented a comprehensive investigation of the single-cell transcriptional profiles of mouse pancreata and revealed the heterogeneity of pancreatic mesenchymal cells. The data from mice with experimental CP accurately demonstrated the immune cell composition of the CP pancreas and the characteristic features of pancreatic ductal cells in CP. These findings provide insights into novel disease-specific biomarkers and potential therapeutic targets of CP.

## Figures and Tables

**Figure 1:**
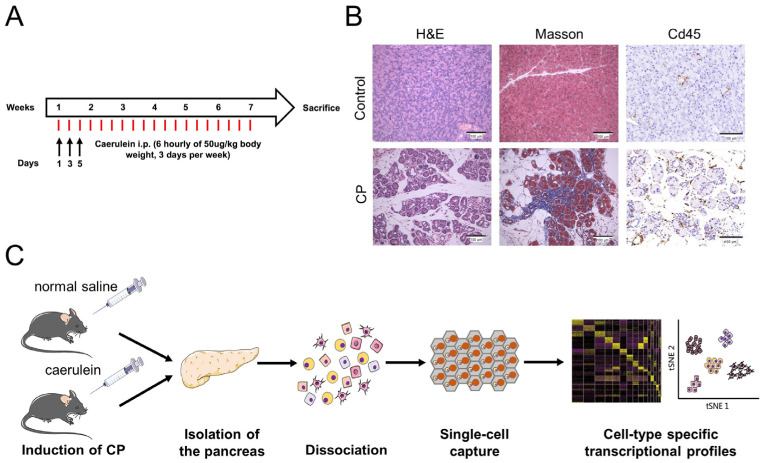
Induction of CP in mice. (**A**) Flow diagram of caerulein administration: six daily injections of caerulein given hourly on days one, three, and five of each week for six weeks. (**B**) H&E and Masson’s trichrome staining of pancreatic sections isolated from control and CP mice. The immunohistochemical analysis showed an extensive infiltration of Cd45 leukocytes. Scale bar = 100 μm. (**C**) Workflow for obtaining the single-cell transcriptome data from mouse pancreata.

**Figure 2:**
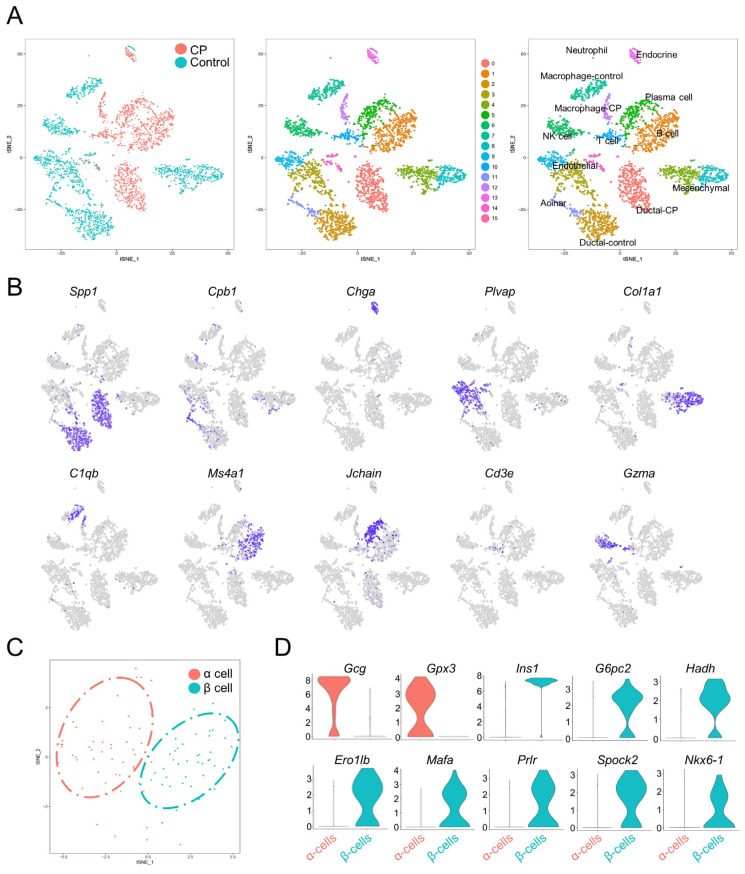
Single-cell transcriptomes recapitulate pancreatic cell types. (**A**) t-SNE plots of 3825 cells from mouse pancreata annotated by distinct tissue samples (left panel), and specific cell types distinguished by gene expression (right panel). (**B**) Heatmap illustrating specific markers in different pancreatic cell types. (**C**) t-SNE representation of α cells and β cells generated from sub-clustering the endocrine cell population, colored according to cluster assignments. (**D**) Violin plots illustrating the mRNA levels of representative marker genes in α and β cells. The y-axis displays the normalized read count.

**Figure 3:**
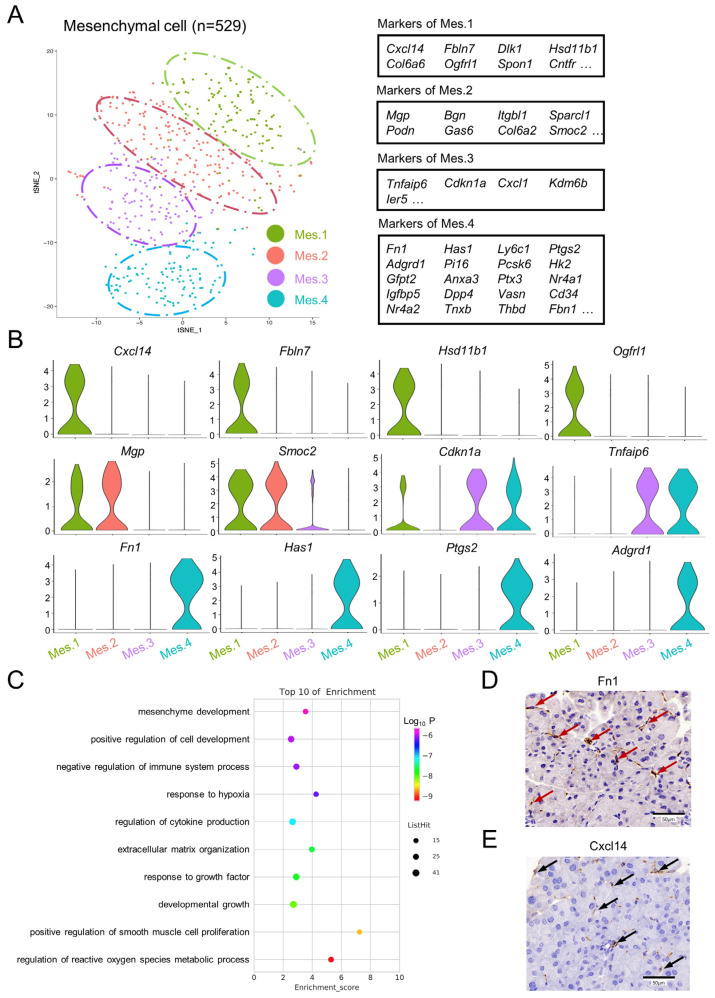
Subpopulation identification of pancreatic mesenchymal cells in normal mice. (**A**) t-SNE illustration of four subgroups identified from sub-clustering of the mesenchymal cell population, colored according to the cluster assignments (left panel). Tables demonstrating the top differentially expressed genes when comparing one subcluster to all other mesenchymal cells (right panel). (**B**) Violin plots showing representative marker genes in the subgroups. (**C**) Representative GO terms enriched for marker genes in Mes.4 based on a functional enrichment analysis. (**D**,**E**) Representative immunohistochemical images of pancreatic tissues from the control mice stained for Fn1 (red arrow) and Cxcl14 (black arrow). Scale bar = 50 μm.

**Figure 4:**
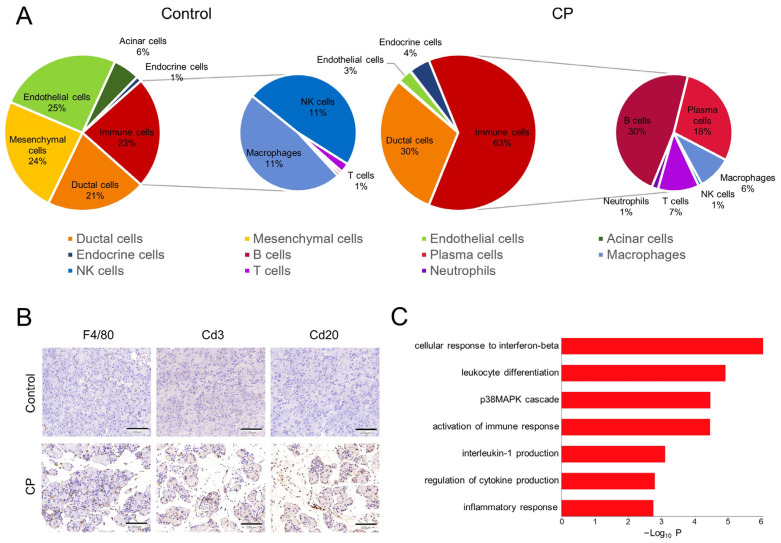
Alterations to immune cells in CP mice. (**A**) Pie charts showing the percentage of classified different cell types. The CP group had a higher proportion of immune cells and distinct immune cell profiles compared to the control group. (**B**) The immunohistochemical analysis showed the infiltration of F4/80 macrophages, Cd3 T cells, and Cd20 B cells in pancreatic sections from CP mice. Scale bar = 100 μm. (**C**) Significant GO terms enriched for upregulated genes of macrophages from the CP group.

**Figure 5:**
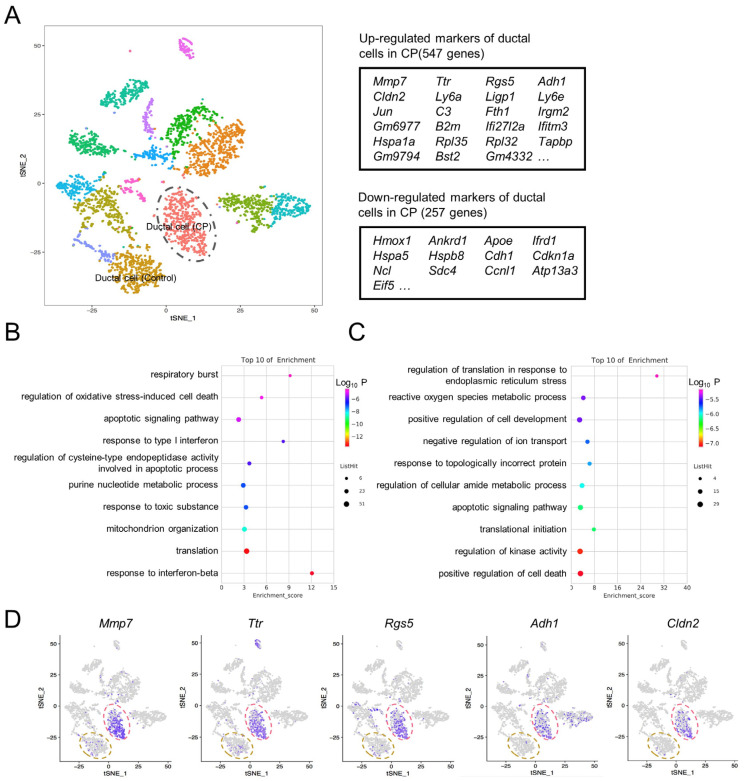
Gene expression alterations in ductal cells in CP mice. (**A**) The t-SNE map demonstrated that ductal cells from the CP group were completely separated from ductal cells from the control group (left panel). Tables denoting the top differentially expressed genes when comparing ductal cells in CP to ductal cells in the control (right panel). (**B**) GO terms enriched for upregulated genes of the ductal cells in CP. (**C**) GO terms enriched for downregulated genes of the ductal cells in CP. (**D**) t-SNE maps indicating marker genes of the ductal cells in CP. The dashed yellow circle represents ductal cells in the control group; the dashed red circle represents ductal cells in the CP group.

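Among the nearest neighbours of a ductal-like cell in the space of the 10 principal components, the mean share from its own library was 82.7% for CP and 89.6% for control cells, where full mixing would give 47.9% and 52.0%. Of the CP ductal-like cells, 490 were in cluster 2 and 18 in cluster 5. The control ductal-like cells were in both clusters, 24.8% of them in cluster 2. Other cell types were compared with ductal-like cells at equal numbers of cells over 10 neighbours and 10 components of their own, with each cell thinned and with immunoglobulin, acinar enzyme and mitochondrial genes left out. CP macrophage-like cells then had 74.0% of their neighbours from their own library, and equal numbers of ductal-like cells had a median of 81.7% over 20 draws (range 72.9 to 86.8). CP endothelial-like cells had 18.8%, against 29.7% (18.2 to 40.0) for ductal-like cells, and CP endocrine-like cells had 93.8%, against 91.3% (87.2 to 95.9). CP cells of T and NK mixed type had 91.5%, against 93.2% (89.7 to 97.3). In the joint space, where numbers of cells were not equal, CP macrophage-like cells had 43.9% (27.2% if mixed) and CP endothelial-like cells 11.9% (4.15% if mixed). T and NK cells together had 69.5% in CP (34.1% if mixed), and CP endocrine-like cells 84.9% (74.7% if mixed).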

**Figure 6:**
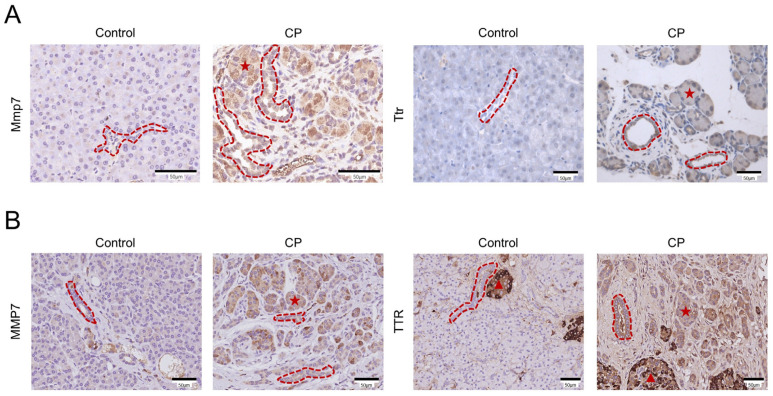
Immunohistochemical analysis of the MMP7 and TTR expression changes in mouse and human CP tissues. (**A**) Immunohistochemical staining of Mmp7 and Ttr in pancreatic tissues from the control and CP mice. (**B**) Representative immunohistochemical images of MMP7 and TTR in morphologically well-preserved pancreatic tissue (from a patient with a pancreatic neuroendocrine tumor) and pathological pancreatic tissue sections obtained from a patient with CP. The red dotted lines represent pancreatic ducts, the red pentagrams represent ADM structures, and the red triangles represent human islets of Langerhans. Scale bar = 50 μm.

## Data Availability

The sequencing data have been deposited in GEO under accession code GSE204844.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/genes13061015/s1: Figure S1: nUMI, nGene, and percentage of mitochondria genes in the transcriptome (percent.mito) of all cells from two samples. File S1: List of pancreatic cell-type markers and variable genes. Figure S2: Heat map of the top differentially expressed genes. File S2: List of differentially expressed genes in the subclusters of pancreatic mesenchymal cells. File S3: List of the up- and downregulated genes of pancreatic ductal cells from CP mice.

How the deposited data were processed for this re-analysis (not part of the article)

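Single-cell RNA was measured with the BD Rhapsody System in 2 libraries, 1 from the pooled pancreata of 2 mice with caerulein-induced CP and 1 from the pancreas of 1 control mouse given saline. Per the methods, the authors trimmed the reads with fastp, chose cell barcodes with UMI-tools, mapped the reads to the mouse genome with STAR and counted UMIs from the alignments. The deposited tables hold these raw UMI counts per gene and barcode, as whole numbers without normalization, and they include barcodes that do not pass the stated quality filter. Of the listed Ensembl identifiers, 18107 of the CP library and 18593 of the control library were found in GENCODE mouse M21, from which symbols and positions were taken.

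The raw counts of all barcodes were filtered at 200 to 5000 genes and at most 20% mitochondrial counts. The median number of counts per barcode was 199.5 in the CP table and 237 in the control table before the filter. Cells were clustered with Seurat 5.3.0 in R 4.3.3 (Matrix 1.6.5), since version 2.3.4 was not at hand. Genes seen in at least 3 cells were log-normalized at a scale of 10000. Variable genes were taken from the mean-variance plot with mean cutoffs of 0.1 and 8 and a dispersion cutoff of 1, and library size was regressed out. Of 20 principal components the first 10 were used, with a shared nearest neighbour graph of 30 neighbours and a resolution of 0.8, and the random seed of the components was 42. The k-means step that the methods mention was not run. Immune clusters, endocrine-like cells and the mesenchymal-like cells of the control were clustered again with the same settings.

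A cluster's leading genes were ranked by the ratio of CPM in the cluster and in all other cells, with 50 CPM added to both and at least 20 counts in the cluster. At least 3 markers of a cell type had to be among the leading 50 genes, and no other type could have more among the leading 10. Mesenchymal subclusters were named by the same rule from lists for Mes.1 (7 genes), Mes.2 (6), Mes.3 (5) and Mes.4 (8). Doublet scores came from Scrublet in scanpy 1.11.5, with an expected rate of 5%, 20 components and genes seen in at least 3 cells, and called doublets were kept unless stated. Other steps ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

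The 2 conditions were compared by the log2 ratio of CP over control of summed counts within a cell type. With 1 library per condition, cells are not replicates, so no test of the conditions was made and no number of changed genes is given. Exact intervals at the 95% level cover counting error only. Lists were compared by the median log2 ratio of their genes with at least 10 counts over both libraries. The interval of a median came from 1000 Poisson draws, and the median was set against 10000 random lists drawn from 20 bins of mean expression. The lists held interferon-β response genes, genes induced by dissociation, oxidative stress genes regulated by Nrf2, acinar enzymes, immunoglobulin genes, islet hormones, M1 and M2 genes and genes of ADM-derived cells. Lists of ribosomal protein genes, stomach genes and acinar genes other than enzymes were added after the data were seen. For shares of cells with a count, each cell was thinned at random to 300 UMIs and cells with fewer were left out.

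The genes named in the text follow a rule set in advance. They are the genes that the paper names in its text or prints in Figures 2 to 5 for these libraries, the genes of the lists, and the 10 genes with the largest and the 10 with the smallest log2 ratio in ductal-like cells among those with at least 50 counts. Genes chosen otherwise are named as such.

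The alternatives changed 1 choice at a time. They were resolutions of 0.4 and 1.2, 20 components, no regression on library size, 2000 variable genes by vst, removal of called doublets, a mitochondrial share of at most 10%, no mitochondrial filter, no upper limit on genes, and typing each cell by its own marker counts. This typing needed 2 markers of a type and a Poisson probability under 0.01 against the mean of the cell's own library. Cells that did not meet this stayed untyped and were kept in the totals of shares. For log2 ratios they were also a mean over cells with equal weight, thinned cells, totals without immunoglobulin, acinar enzyme and mitochondrial genes, and subtraction of free RNA scaled on immunoglobulin and hormone genes. For the mesenchymal subclusters, the genes that the text names were left out of the variable genes. The alternatives added after the data were seen removed the 5% of cells with the highest doublet scores, took free RNA from the barcodes under the gene minimum, or left the ductal genes that the text names out of the variable genes.

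The computations were tested on simulated summed counts with the depth of the ductal-like and macrophage-like cells, in which 200 genes were changed. The counts were Poisson draws, the model that the intervals assume. Spread between cells, free RNA and differences between libraries were not simulated. The simulation thus checks the computation and not whether the intervals hold for real cells. The direction was recovered for 99.0% of the changed genes of both cell types, and for 100% of those with at least 50 counts, which were 104 genes in ductal-like and 65 genes in macrophage-like cells. The intervals held the true ratio for 96.4% of 7947 genes and 97.1% of 3333 genes. Of the unchanged genes, 5.09% and 3.70% had an interval without 0. The raised list lay at the 100th percentile, and 1 of 100 unchanged lists lay above the middle 95% of random lists in each cell type.

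Enrichment of GO terms, pathways other than the lists above, immunohistochemistry, human samples and reads were not analysed here.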

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

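The tests on control barcodes with few genes, on the stomach genes, on Igkc outside the 5% of ductal-like cells with most of it and in the 4 cells with at least 20% of it, and the use of the share of cells with Igkc to judge doublets were chosen only after the result was seen.

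The barcodes under the gene minimum, which the paper did not analyse, held many acinar enzyme counts in the control library. Of 2705 such control barcodes, 1071 had at least 20% of their counts from the list of 16 enzymes and 433 had at least 50%, against 17 barcodes at 20% among 3201 in the CP library. Free RNA spread evenly over the control barcodes would leave 0.0695 of them under 5% enzymes, and 1126 were under 5%. The tables therefore argue against an even spread as the whole cause. If the counts came from acinar cells or their remains, acinar genes other than enzymes would be raised in the same barcodes. A list of 10 such genes, 1 of them on the downregulated sheet of Supplementary File S3 and 8 of them counted in control cells that passed, stood at 54858 CPM [53434 to 56312] of the other counts in the barcodes rich in enzymes and at 731 [614 to 863] in those under 5%. These values are consistent with acinar cells, or fragments of them, that yielded few genes. Whether the cells were intact was not tested. The lower number in CP may reflect acinar loss in the disease or a difference in dissociation, and with 1 library per condition neither is excluded.

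Gkn3, a stomach gene that the paper does not discuss, had 553 counts in CP ductal-like cells and 0 in the control. Free RNA would spread over most CP cells, but 5 cells held 93.7% of the Gkn3 counts of all CP cells. They also held 96.5% of the Tff2 counts, 79.9% of Pgc and 91.3% of Muc6, and 88.9% of Gif, which was not used to choose them. Of 12 stomach genes, 6 were in the files, and they gave 22.0% of the counts of these 5 cells and 0.0215% of those of the other CP ductal-like cells. Of these genes, 2 were also counted in control ductal-like cells, and Tff2 and Muc6 are in the list of ADM genes too. The test assumed that stomach cells carried into the suspension lack ductal markers and that ductal cells with a changed program keep them. Whether stomach cells lack these markers was not tested. The ductal markers stood at 8886 CPM [6675 to 11594] in the 5 cells, between 0 and the 17816 CPM of the other CP ductal-like cells, so the explanations cannot be told apart from 5 cells. None of them was called a doublet. In 1 of the 5 cells, 93 counts of the acinar gene Clps were also found, more than in all other CP ductal-like cells together.

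Igkc, which is listed in Supplementary File S3 but not discussed, had a log2 ratio of 8.38 [7.64 to 9.26] in ductal-like cells. The list of 9 immunoglobulin genes in the files, of which 6 are on the upregulated sheet, had 6 genes with enough counts, all higher in CP. For 5 of these the control had 0 counts, so the median of 4.91 is a lower bound set by the floor. Free RNA would put a like level in every CP type that does not make the gene. Igkc was at 15265 CPM [14876 to 15661] in ductal-like cells, above the 7736 [6952 to 8584] in macrophage-like cells, so free RNA does not account for all of it. Doublets would concentrate the counts in a few cells, and the top 5% of ductal-like cells held 53.8% of them. Without these cells 7401 CPM remained. A count was found in 487 of the 508 cells (95.9%), with a median of 0.714% of a cell's counts, so doublets do not account for all of it. The first measure was instead the level left without the top 5% and without called doublets. Scrublet called 3 of these cells, too few for their removal to test doublets, and the 7401 CPM alone, less than 50% of the level in all cells, would go with doublets as the source of most counts. Doublets thus stay open for the counts in the top 5%. With the top 5% of each type left out, macrophage-like cells had 6616 CPM, endothelial-like 5036, endocrine-like 5042 and pericyte- or smooth muscle-like 5917, which is consistent with free RNA in this part. T and NK mixed cells kept 14599 CPM, which a like level in all types does not give, so other sources stay open. The 4 ductal-like cells with at least 20% Igkc held 2796 of the 5842 counts. Their ductal markers stood at 6848 CPM, with any in 2 of the 4 cells, and their plasma cell markers at 16978 CPM, against 761 in the other ductal-like cells. From so few cells, doublets and misplaced plasma cells cannot be told apart.

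Hmox1, which the paper discusses in ductal cells, was also lower in CP in macrophage-like cells, with a log2 ratio of −3.94 [−4.64 to −3.32]. A difference that all cells share, such as handling before capture, would lower it in every type, and the value in macrophage-like cells is consistent with this. It was lower in endothelial-like, endocrine-like and mesenchymal-like cells and in T and NK cells as well. The pooled macrophage value joins subclusters that differ, at −2.82 [−3.59 to −2.15] in the macrophage-like one and −6.06 [−8.34 to −4.50] in the unnamed one, which held 62.6% of the CP cells and 34.4% of the control cells. The unnamed one overlaps the ductal interval and the macrophage-like one lies above it, so the fall was not of equal size in every group. The list regulated by Nrf2, of which Hmox1 is a member, was also lower in macrophage-like cells, with a median of −1.54 [−2.55 to −1.24], and in T and NK cells together, with −1.63 [−2.36 to −1.09]. The interval and the random lists disagreed in other types. In endothelial-like cells, −0.78 [−1.26 to 0.81] over 5 genes lay below the −0.75 to 1.41 of random lists but its interval spans 0, and in endocrine-like cells −1.10 [−2.46 to −0.48] lay within the −1.24 to 0.42 of random lists, so a fall there is left open. Genes induced by dissociation, 10 of which are on the upregulated sheet and 2 on the downregulated sheet, had medians above 0 instead, at 1.18 [0.76 to 1.39] in macrophage-like cells, 0.93 [0.49 to 1.18] in endothelial-like cells, 1.11 [0.73 to 1.39] in T and NK cells together and 0.57 [0.21 to 1.08] in endocrine-like cells. Handling and disease differ together between the libraries, so both stay open.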

How the results depend on the processing

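Of the alternatives reported here, the removal of the 5% of cells with the highest doublet scores, free RNA from the barcodes under the gene minimum, and clustering without the ductal genes that the text names were chosen only after the results were seen.

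For 19 results, 232 values were computed under alternatives. None changed direction. Of 187 values under alternatives set in advance, 175 stayed within the counting interval (within 1.5-fold for a number of clusters or cells) and 12 moved out of it. Of 45 values under the added alternatives, 41 stayed within it and 4 moved. The upper limit on genes removed no barcode, so its absence tested nothing. Called doublets numbered 7 in CP and 6 in the control, so their removal tested little.

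With each cell typed by its own marker counts, the immune share was 27.9% in CP and 12.0% in the control, and the share of Hsd11b1 counts in control mesenchymal cells was 71.5%. Untyped cells stayed in the totals of these shares, which lowers them. How much of the move this explains was not tested. The control acinar share was 6.88% at a resolution of 0.4, 7.01% at a resolution of 1.2, 6.83% without regression on library size, 1.81% with 2000 variable genes by vst and 7.50% without the highest doublet scores; the cause was not tested. With thinned cells, the log2 ratio was 4.14 for Ttr and 1.81 for Il1b, and 99.3% of the listed upregulated genes were higher in CP. The cause was not tested. Free RNA from the barcodes under the gene minimum gave 99.2% for these genes and 97.9% for the listed downregulated genes, and the cause was not tested. The median of the interferon-β response list in ductal cells was 1.35 after subtraction of free RNA, 1.41 with free RNA from the barcodes under the gene minimum and 1.44 at a resolution of 1.2, and the cause was not tested.

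Over all alternatives run, the log2 ratio in ductal cells ranged from 3.75 to 4.00 for Mmp7, 3.16 to 4.14 for Ttr, 3.32 to 3.73 for Rgs5, 4.62 to 5.69 for Adh1, 3.57 to 4.31 for Cldn2 and −5.99 to −5.22 for Hmox1. For the interferon-β response list in macrophages it ranged from 0.39 to 0.80.

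No paired analysis was possible because the labels give replicate 1 of each condition and no pairs. Depth limits the cell types that 1 library nearly lacks: CP held 6 mesenchymal-like and 23 endothelial-like cells, and the control held 7 B-like cells and 2 plasma cell-like cells.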

Differences from the paper's values

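The tally of hormones within the endocrine subclusters was chosen only after the result was seen.

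A share or a mean was taken to differ where it was more than 1.5-fold from the paper's and its counting interval left the paper's value out, and a log2 ratio where its counting interval did so.

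Endothelial cells made up 1.29% of the CP library here, and the paper shows about 3% in Fig. 4A, read by eye. All 8 alternatives set before the data were examined gave a share that differs from the paper's, between 1.06% and 1.29%. Acinar cells made up 3.79% of the control library, and the paper shows about 6% in Fig. 4A, read by eye. By this measure the share no longer differs from the paper's under resolutions of 0.4 (6.88%) and 1.2 (7.01%), without regression on library size (6.83%), with 20 components (4.01%) and with each cell typed by its own markers (4.23%). Nor does it differ without the 5% of cells with the highest doublet scores (7.50%), an alternative chosen after seeing the values. With 20 components [3.24 to 4.90], with each cell typed by its own markers [3.44 to 5.14] and without the highest doublet scores [6.43 to 8.69] the interval still leaves the paper's value out, and only the distance is under 1.5-fold. It still differs under 2000 variable genes by vst (1.81%), removal of called doublets (3.80%) and a mitochondrial share of at most 10% (3.82%).

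The log2 ratio of Hmox1 in ductal cells was −5.64 here and the paper's value in Supplementary File S3 is −4.87. With equal weight per cell it was −5.22 [−5.87 to −4.63] and no longer differs, and the other 11 alternatives set before the data were examined still differ. For Igkc it was 8.38 here and the paper's value is 2.70, and all 12 alternatives differ, with values from 7.07 to 9.83. The mean over control ductal cells of Igkc was 50.4 CPM here and the paper's value is 1554. All 8 alternatives differ, with values from 13.1 to 144. The paper's file does not label the unit of this column. For the CP cells the mean was 11907 CPM here and the paper's value is 10123.

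The legend of Figure 5A has the ductal cells of CP and control fully apart. Here 137 of the control ductal-like cells shared a cluster with 490 CP cells.

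The text has the endocrine clusters split by hormone. Here Gcg exceeded Ins in 22 of 57 cells of a subcluster and in 14 of 39 cells of the other.

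Mes.2 and Mes.3 are described as separate populations. Here no subcluster met the rule for either name, and the 5 genes of the Mes.3 list and the 8 genes of the Mes.4 list were all highest in the same subcluster.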

Other observations

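The list of ribosomal protein genes, the use of the joint space to judge how far other types lay apart, the 5 genes in NK- and mesenchymal-like cells, the ratio of Ttr to hormones in endocrine-like cells with more Gcg than Ins, the interferon-β response list in subclusters and in mesenchymal-like cells, and the acinar enzymes in NK-, pericyte- or smooth muscle-, mesenchymal-, B- and plasma cell-like cells were chosen only after the data were seen, and the other tests that follow were not.

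Acinar enzymes, of which 12 of the 16 on the list are on the downregulated sheet, were lower in CP ductal-like cells, with a median log2 ratio of −4.26 [−4.52 to −3.47] over 13 genes. Free RNA from acinar cells in the control would raise them there in every type. Macrophage-like cells had a 12.9-fold higher level in the control, and the control levels of the types compared lay between 4495 and 7109 CPM, which is consistent with free RNA. The prediction was a like factor in every type, however, and the factor ran from 7.41 in ductal-like to 50.1 in endocrine-like cells, so part of the difference stays open.

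The 5 genes Mmp7, Ttr, Rgs5, Adh1 and Cldn2 would be at a like level in other CP cells if free RNA had raised them. Their highest level in CP B-, plasma cell- and macrophage-like cells was 5.22% of the ductal level, for Mmp7, which argues against free RNA as the cause. Exceptions among other types were Rgs5 in endothelial-like and pericyte- or smooth muscle-like cells and Ttr in endocrine-like cells, all above the ductal level. The endothelial-like value of Rgs5 came from 26 counts in 4 of 23 CP cells. Smaller exceptions were Cldn2 at 10.5% and Ttr at 6.44% in T and NK mixed cells and Adh1 at 8.08% in endocrine-like cells. In mesenchymal-like cells Adh1 was at 32.9%, from 1 count in 6 CP cells, and the 11 NK-like cells of CP had 0 counts of all 5 genes, so neither type decides. For Ttr, free RNA from endocrine cells would bring the hormones with it, and the Ttr counts were 121-fold above what the hormone counts allow by the ratio in all CP endocrine-like cells and 29.7-fold by that in the cells with more Gcg than Ins, the hormone that made up most of these counts. The list of 7 hormones, of which 3 are on the upregulated sheet, had a median log2 ratio of 1.54 [0.89 to 2.04] in ductal-like cells over 5 genes, 0.51 [−0.45 to 1.17] in macrophage-like cells, 2.29 [1.16 to 3.21] in T and NK cells together, 1.14 [0.20 to 2.31] in endothelial-like cells and 0.35 [0.27 to 0.45] in endocrine-like cells. Disease, handling and the mix of ductal cells captured stay open for these 5 genes.

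The interferon-β response list was higher in CP ductal-like cells. A difference that all cells share would raise it in every type. In endothelial-like cells the median was 0.37, within the −0.11 to 0.60 of random lists. In NK-like cells it was 1.52 [1.04 to 3.23] over 6 genes, all higher in CP, at the 95.8th percentile. The NK-like cells had 3508 UMIs in CP and 114905 in the control. A gene with 0 CP counts was left out where its floor lay above the control level. Genes that entered thus mostly had a CP count, and at this depth few counts give a positive ratio. Random lists there had a median of 0.99, so the value in NK-like cells does not show a rise. The median of the interferon-β response list was −0.47 [−0.95 to 0.54] in T and NK mixed cells and 0.00 [−0.47 to 0.54] in T and NK cells together. In pericyte- or smooth muscle-like cells it was −0.28 [−0.74 to 0.31]. Mesenchymal-like cells, 6 of them from CP, had 0.32 [−0.16 to 0.96]. A rise as large as that in ductal-like cells lies outside the intervals of T and NK cells together, pericyte- or smooth muscle-like and endothelial-like cells, which argues against a shared difference of equal size. For a smaller one, a shared difference and a response of ductal cells cannot be told apart, since the list was higher than random lists in macrophage-like cells, at the 99.0th and 98.6th percentiles within their subclusters, and the intervals in T and NK cells together and in pericyte- or smooth muscle-like cells include both 0 and a small rise.

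Ductal-like cells of the libraries lay apart. If all cells shared the difference, other types would lie apart as far. At equal numbers of cells, CP macrophage-like cells had 74.0% of their neighbours from their own library, within the range of 72.9 to 86.8 found for ductal-like cells. In the joint space of all cells, the excess over full mixing was 22.9% of the largest possible for CP macrophage-like cells and 8.04% for CP endothelial-like cells, against 66.9% for CP ductal-like cells. Other CP types lay between, with 64.8% for B-like cells, 53.8% for T and NK cells together, 40.1% for endocrine-like and 14.4% for pericyte- or smooth muscle-like cells. Among control cells it was 78.4% for ductal-like cells, 65.0% for T and NK cells together, 49.2% for endothelial-like, 39.8% for macrophage-like, 12.5% for pericyte- or smooth muscle-like, 11.5% for endocrine-like and 5.39% for B-like cells. The first measure alone, at equal numbers of cells, would go with a shared difference. In the joint space ductal-like cells lay apart most, some other types nearly as far and others little, with unequal numbers of cells, so a difference that all cells share and one that is special to ductal cells cannot be told apart. Disease and handling both stay open.

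M1 genes in ductal-like cells had a median log2 ratio of 0.49 [−0.20 to 1.09] over 3 genes. Ribosomal protein genes had 0.11 [−0.05 to 0.28] in macrophage-like cells, at the 89.9th percentile of random lists, 0.27 [−0.13 to 0.40] in endothelial-like cells, at the 41.6th, and 0.10 [−0.01 to 0.27] in T and NK cells together, at the 94.4th. In endocrine-like cells the median was −0.16 [−0.42 to 0.11], at the 98.4th percentile, since random lists there had a median of −0.54.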
